A study of Bos taurus with 8 samples. Its data were reported in "Global gene expression in granulosa cells of growing, plateau and atretic dominant follicles in cattle" (2015).

How the data were processed

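Granulosa cells scraped from the wall of dominant bovine follicles had been amplified as RNA, labelled with Cy3 and Cy5 and hybridised to EmbryoGENE two-colour arrays. The series held 8 arrays on 2 slides, each array with an atretic and a plateau follicle, with the atretic RNA in Cy5 on slide 205 and in Cy3 on slide 206. The authors scanned the slides with automatic gain and deposited a median intensity and a median local background of each spot and channel from their image analysis. The authors also deposited a table of log2 ratios of Cy5 over Cy3, made by background subtraction, loess within arrays and quantile normalization between arrays. That table was on a log2 scale with column medians of -0.00543 to -0.0289. When the deposited intensities were put through the same steps, each column correlated at 0.999688 to 0.999926 with Cy5 over Cy3, which settled its direction. The table served as an alternative, and values were computed here from the spot intensities.

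The intensities were corrected with limma's normexp method (offset 50), then normalized by loess within arrays (span 0.3, with control spots and spots marked by the image analysis at weight 0) and by quantiles between arrays. From 7 to 35 spots per array were marked and left out of the fit, and 0 to 2 per array and channel were not above their local background. The negative controls had a mean log2 intensity of 6.54 to 6.87, so probes near 7 carry little signal. Log ratios were turned to atretic minus plateau.

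The labels number the arrays of each slide from Area 1 to Area 4 but do not say that equal numbers hold the same follicles. This was checked by the correlation of log ratios between slides after each slide's mean was removed. It was 0.761 to 0.866 for the 4 equal numbers and -0.488 to -0.0326 for the 12 unequal ones. Arrays of equal number were therefore averaged, which cancels a probe's dye effect and leaves 4 pairs of follicles. Dye orientation and slide could not be separated. Atretic and plateau RNA of a pair shared an array, so the pairing comes from the hybridisation and not from an animal. Correlations of log ratios between pairs were 0.0492 to 0.204.

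Of 43794 gene probes, 21790 had 1 symbol, 0 had several and 22004 had none. The symbols came from the platform's annotation, and 982 were changed to current ones with gene records of assembly ARS-UCD2.0, giving 15216 symbols. Probes with a mean log2 intensity of 7 or more, 33519 of 12941 genes, were tested with lmFit and eBayes in limma and adjusted by Benjamini and Hochberg. Results were also counted at the threshold the study names, a fold of 1.5 in either direction at an unadjusted p of 0.05. A gene was read by its brightest probe.

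Before the data were examined, 32 gene lists were fixed, of which 31 were tested and the reference genes, with 2 members, were given as values. The lists were tested with camera at a preset correlation of 0.01 and adjusted over the lists, with camera at an estimated correlation and fry beside it. Named genes were the 12 largest rises and falls among genes past an adjusted p of 0.05 with the same sign on all 8 arrays. Places left open were filled by the smallest p among genes past the study's threshold with the same sign on all arrays, and all 24 places were filled so. The rule added the genes of the qRT-PCR panel, up to 4 members per list with the largest change among those that passed, or up to 2 by smallest p, and the marker genes above background. Genes without a symbol were not named.

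Alternatives changed background correction, normalization within and between arrays, the filter on dim probes, marked spots, the treatment of dye swaps, pairing, slide, the source of values, the variance model, the probe of a gene, the fold, the list test and each pair left out. Leaving out probes with a shared profile was added after the data were seen. For that profile, probes of mean log2 intensity 11 or more were searched for the one with most partners at a correlation above 0.95, and every tested probe above 0.9 with their mean was taken.

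The steps were tested on simulated data with the spread between pairs seen here. Of 50 probes each with a simulated change of -2, -1, 1 and 2, 47, 41, 42 and 49 passed the study's threshold and 24, 0, 1 and 22 an adjusted p of 0.05. These probes were drawn from those with a mean log2 intensity of 8 or more, which 13984 of the 33519 tested probes had. Recovery among dimmer probes was not tested. Of 32564 unchanged probes, 812 (2.49%) passed the former and 3 the latter. The changed list, shifted by 0.6, was called and 0 of 30 other lists were. Genes were simulated as independent within lists, so this cannot show how often camera calls lists whose genes vary together. Software was R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9.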

Results

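Granulosa cells, the steroid-producing cells that line the follicle, were compared between atretic and plateau dominant follicles of cattle. Plateau follicles are those whose growth has slowed, and atretic follicles are those that regress. The study assigned follicles to these phases by the DNA content of their cells in flow cytometry. Its stated score adds the shares of resting and of dividing cells, scaled to a common total, and subtracts the share that had lost DNA. Dividing and resting cells thus count alike, and the share of cells that had lost DNA, a sign of dying cells, sets the ranks. Each of 8 two-colour arrays carried RNA from an atretic and a plateau follicle, 4 with the atretic RNA in Cy5 and 4 with the dyes swapped. The arrays formed 4 pairs of follicles, and values are log2 ratios of atretic over plateau with the SD over the 4 pairs. Positive values are higher in atretic follicles, the direction the study also used. Median spot intensities ranged from 163 to 285 in Cy5 and from 206 to 376 in Cy3, over median local backgrounds of 39 to 71 and 21 to 31. The number of pairs limits the precision. Nothing in the labels ties follicles to separate cows, so the p-values of probes in limma measure only the spread between these samples. Camera p-values compare the genes of a list with the other genes, at the preset correlation of 0.01. The correlation estimated from these pairs was 0.608 for mitosis genes and 0.357 for ribosomal protein genes.

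The comparison asked which transcripts change when a dominant follicle passes from plateau to atresia. As lists, mitotic genes were lower and ribosomal protein genes were higher in atretic follicles by camera with its preset correlation, and both calls were lost with an estimated correlation (adjusted p = 0.584 with an estimated correlation for each). Of 33519 probes tested in limma, 0 passed an adjusted p of 0.05 and the lowest adjusted p was 0.166. At an unadjusted p of 0.05, 2525 probes passed where 1676 would be expected with no change, but 815 did with an intensity trend and robust variance, so the excess depends on the variance model. A fold of 1.5 combined with that unadjusted p, the threshold named by the study, was passed by 1393 probes, 721 higher and 672 lower in atretic follicles, and 511 of them had no gene symbol. With the trend and robust variance 772 passed, 337 higher and 435 lower, and with loess alone the balance also turned, to 565 higher and 735 lower, as it did without pair 3, to 588 and 700. At that threshold 368 genes rose and 377 fell by their brightest probe. Below, a gene is said to rise or fall where its brightest probe passed this threshold, which does not control the false discovery rate. When the 8 arrays were fitted with the pair as a replicate block, 544 probes passed the adjusted threshold, and 435 did so with a dye term added. With 8 arrays taken as independent the count was 964, although both arrays of a pair hold the same RNA.

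Because no probe passed the adjusted threshold, the 12 rises and 12 falls named first are those with the smallest p among genes past the study's threshold with the same sign on all 8 arrays. The rise in SLC37A1, a sugar phosphate transporter of the endoplasmic reticulum, was 1.95 ± 0.52 (SD, n = 4), and that in BEND6, a transcriptional co-repressor, was 1.88 ± 0.54. ASNS, which makes asparagine, rose by 1.49 ± 0.56, the secreted lectin COLEC11 by 1.46 ± 0.42 and the thyroid hormone receptor THRA by 1.24 ± 0.43. The phosphatase PPEF1 rose by 1.24 ± 0.34, the mitochondrial channel VDAC3 by 1.01 ± 0.22 and the ribosomal stalk protein RPLP2 by 0.92 ± 0.07. UBXN6, CDIN1, PRSS23 and CCDC82 rose by 0.94 ± 0.30, 0.93 ± 0.18, 0.79 ± 0.16 and 0.75 ± 0.10. Another probe of UBXN6 read 0.09. Among the falls, the spindle pole gene ASPM changed by -2.28 ± 0.51, CCNF, an F-box cyclin, by -1.62 ± 0.30 and SOCS1, an inhibitor of cytokine signalling, by -1.19 ± 0.14. The other 2 probes of CCNF read -0.96 and -0.18. The other 9 falls, HOXC4, HSPG2, REXO4, GZMB, PCMTD1, MIIP, FGFR1OP2, RBM43 and ZCCHC12, lay between -1.91 and -1.08 and came from probes with a common profile over the arrays that is described at the end. With that profile SOCS1 correlated at 0.89 and ASPM at 0.85, not far under the bound of 0.9, and CCNF at 0.65. Other probes of PCMTD1, RBM43 and FGFR1OP2 read 0.20, 0.33 and -0.08 and those of MIIP from -0.12 to 0.05, and ZCCHC12 was at -0.62 on slide 205 alone. All 24 genes kept the threshold without any single pair, which follows in part from their selection by small p and by sign. Of 40 other named genes past the threshold and outside the qRT-PCR panel, 24 to 29 kept it.

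**Figure D1:**
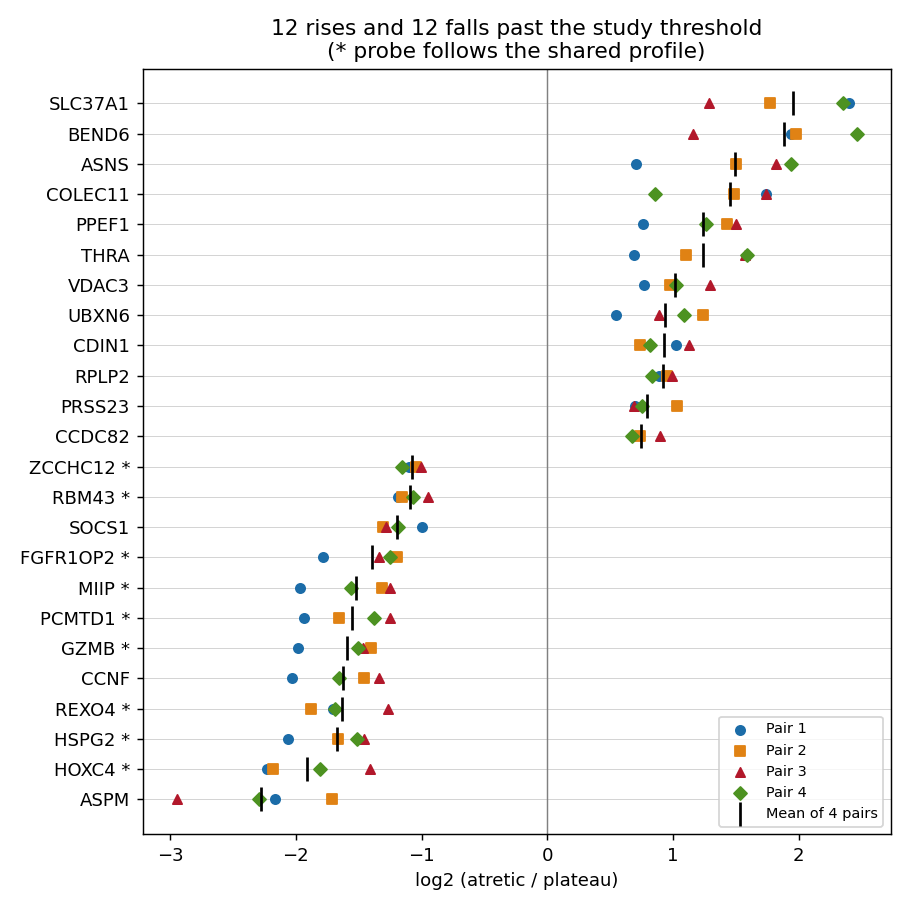
Log2 ratio of atretic over plateau for the 12 rises and 12 falls, with a symbol for each of the 4 pairs of follicles and a bar at their mean. Every pair of these genes lies on the side of its mean, as the rule that picked them required, from SLC37A1 at 1.95 to ASPM at -2.28. An asterisk marks the 9 falls whose probe follows the shared profile.

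Genes of mitosis and cytokinesis were lower in atretic follicles. Of 48 measured members 35 fell, 0 rose and 13 did not pass, and 38 were lower when adjusted over the list alone, against 0 adjusted over all probes. The list median was -1.15, with pair means of -1.09, -0.34, -1.81 and -1.16 (adjusted p = 8.83e-30 by camera, and adjusted p = 0.584 with an estimated correlation). ASPM fell as given above, and the microtubule motor KIF2C by -2.11 ± 1.44, cyclin B1 (CCNB1) by -1.97 ± 1.04 (SD, n = 4), and PRC1, which bundles the central spindle, fell too. The study chose 5 of the 48 for qRT-PCR on these samples, and without them the median was -1.10. DNA replication genes were lower too, with 9 of 41 lower at the study's threshold, 0 higher, 0 adjusted over the list alone, a median of -0.44 and pair means of -0.40, 0.04, -0.86 and -0.55. Their camera call (adjusted p = 8.57e-08) did not hold with an estimated correlation either (adjusted p = 0.584). GMNN, an inhibitor of replication licensing, changed by -1.22 ± 1.18 and UHRF1, which maintains DNA methylation at replication, by -1.11 ± 0.96. The helicase subunits MCM3 (-1.20 ± 1.00) and MCM4 (-1.01 ± 0.83) also fell, although in pair 2 they were at 0.24 and 0.10. MCM3 missed the threshold without pair 1 (-1.18), pair 3 (-0.94) or pair 4 (-1.002), and MCM4 without pair 1 (-0.92), pair 3 (-0.72) or pair 4 (-1.02). GMNN missed the threshold without pair 3 (-0.76) or pair 4 (-1.03), and UHRF1 without pair 1 (-1.13) or pair 4 (-1.20), while without pair 3 UHRF1 was at -0.66. No member of either list followed the shared profile at its bound, a correlation above 0.9, and both lists kept their camera call without any single pair. Below that bound ASPM was at 0.85, CCNB1 at 0.81, KIF2C at 0.79 and PRC1 at 0.70. The replication genes named here ran from 0.56 (GMNN) to 0.75 (MCM3), so the bound alone does not set these lists apart from the profile.

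Ribosomal protein genes were higher in atretic follicles. Of 51 measured members 19 rose and 0 fell, all 51 had a mean above 0, and 17 were higher when adjusted over the list alone, against 0 over all probes. The median was 0.54 and the pair means were 0.54, 0.13, 0.70 and 0.85 (adjusted p = 6.88e-21 by camera, and adjusted p = 0.584 with an estimated correlation). RPL32 rose by 1.23 ± 0.57, RPL24 by 1.10 ± 0.65, RPS18 by 1.05 ± 0.48 and RPS10 by 0.95 ± 0.48 (SD, n = 4). The mitochondrial respiratory chain did not move as a list, with 2 of 52 members higher at the threshold and a median of 0.02. NDUFB10, a subunit of complex I, was at 0.72 ± 0.61 and ATP5F1A, the alpha subunit of ATP synthase, at 0.60 ± 0.46. NDUFB10 missed the threshold without pair 2 (0.70), pair 3 (0.54) or pair 4 (0.62), and ATP5F1A without pair 1 (0.56) or pair 2 (0.40).

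Immediate early genes, which respond within minutes to growth factors and gonadotrophins, were lower in atretic follicles. Of 32 members 9 fell and 1 rose, 2 were lower when adjusted over the list alone, and the median was -0.39 (adjusted p = 3.88e-06 by camera, and adjusted p = 0.584 with an estimated correlation). The pair means were -0.41, -0.48, -0.92 and -0.12. The transcription factors EGR1, NR4A1 and FOS changed by -1.56 ± 1.14, -1.30 ± 1.05 and -1.15 ± 1.02, and the MAP kinase phosphatase DUSP1 by -1.39 ± 0.97 (SD, n = 4). Without pair 3 the list median was -0.22 and without pair 4 it was -0.62, with the call kept in both, and it was -0.26 with no background correction. Without pair 3 EGR1 was at -1.03, without pair 4 NR4A1 was at -0.78, and another probe of FOS read -0.02. EGR1 missed the threshold without pair 2 (-1.56), FOS without pair 2 (-0.72) or pair 3 (-1.05) and DUSP1 without pair 4 (-1.28). Hypoxia and glycolysis genes had a median of -0.29, with 6 of 45 lower and 1 higher and 2 lower when adjusted over the list alone (adjusted p = 0.00265 by camera, and adjusted p = 0.584 with an estimated correlation). Of the members that fell, PDK1 (-1.68 ± 0.64) and NDRG1 (-1.33 ± 0.36) came from probes that follow the shared profile. They were the 2 lower when adjusted over the list alone, and 2 further probes of PDK1 read 0.03 and 0.47. DDIT4, an inhibitor of mTOR signalling, changed by -1.07 ± 1.03 and missed the threshold without pair 1 (-1.20), pair 2 (-1.15), pair 4 (-0.57) or on slide 205 alone (-0.63). The vasodilator peptide ADM, the member that rose, was at 1.10 ± 1.12, with another probe at 0.17, and missed it without pair 2 (1.31), pair 3 (0.59) or pair 4 (1.07). The hypoxia list lost its call without pair 4 (median -0.09), and its median was -0.16 without pair 3 and -0.45 without pair 1.

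Tubulin and cytoskeleton genes had a median of -0.34, with 5 of 41 lower, 2 higher and 0 adjusted over the list alone (adjusted p = 0.000305 by camera, and adjusted p = 0.66 with an estimated correlation). The beta tubulin TUBB6 changed by -2.09 ± 1.88, the actin-binding protein PFN1 by -1.20 ± 0.90 and the alpha tubulin TUBA1C by -1.09 ± 1.09 (SD, n = 4), while the membrane scaffold protein ANK3 rose by 1.72 ± 1.67. ANK3 missed the threshold without pair 3 (1.02) or pair 4 (1.53), TUBB6 without pair 4 (-2.32), PFN1 without pair 1 (-1.19) and TUBA1C without pair 3 (-0.63) or pair 4 (-0.97). Without pair 3 TUBB6 was at -1.15 and PFN1 at -0.80. Other probes of ANK3 read 0.66 and 1.27 and that of PFN1 read -1.01, all past the threshold. The list lost its call without pair 3 (median -0.11), the pair with a mean of -1.51 and a mean of the stroma markers of -3.58. Heat shock and unfolded protein response genes had a median of -0.18, with 2 of 39 lower and 1 higher, and 1 higher when adjusted over the list alone (adjusted p = 0.0361 by camera, and adjusted p = 0.66 with an estimated correlation). The endoplasmic reticulum chaperones CALR and DNAJB11 changed by -0.72 ± 0.70 and -0.71 ± 0.51, and the member that rose was ASNS. CALR missed the threshold without pair 1 (-0.80), pair 3 (-0.41) or pair 4 (-0.72), and DNAJB11 without pair 1 (-0.72) or pair 3 (-0.46). This list also lost its call without pair 1 (median -0.24), pair 3 (-0.08) or pair 4 (-0.18), and its median was -0.31 without pair 2. It was lost as well with the pair as a replicate block (adjusted p = 0.0548 by limma's camera), with a dye term added (adjusted p = 0.0617) and on slide 206 alone (adjusted p = 0.178).

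Genes of granulosa cell identity and gonadotrophin response were higher in atretic follicles as a list, with a median of 0.53, although 1 of 29 members rose, 0 fell and 0 passed when adjusted over the list alone (adjusted p = 0.00544 by camera, and adjusted p = 0.66 with an estimated correlation). The member that rose was NAP1L5, a nucleosome assembly protein (1.11 ± 0.71, SD, n = 4), another probe of which read 0.07. The pair means were 0.22, 0.54, 1.76 and -0.51, and the call was lost without pair 2 (median 0.53) or pair 3 (0.13). With the mean of all probes of a gene the median was 0.21, with the call kept. In pair 3, 26 of the 29 genes were higher in the atretic follicle, aromatase (CYP19A1) by 4.60, while stroma markers averaged -3.58 there. The mean of CYP19A1 over the pairs was 1.67 ± 2.20, and its other 2 probes read 0.66 and 0.97. The steroidogenesis list did not move (median 0.03, with 1 of 15 members higher and 1 lower). CYB5A, an electron donor of steroidogenic P450 enzymes, was at 1.32 ± 1.04 and CYP11A1, the side-chain cleavage enzyme, at -1.11 ± 1.09. Other probes of CYB5A read 0.22 and 0.42, and without pair 3 it was at 0.84. CYB5A missed the threshold without pair 1 (1.37), and CYP11A1 without pair 2 (-1.16), pair 3 (-0.88) or pair 4 (-0.79).

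Markers of other cell types of the follicle wall differed from pair to pair. The 9 fibroblast and stroma markers averaged 1.12, -0.63, -3.58 and -0.12 in pairs 1 to 4, with 0 members past the threshold and a median of -0.85. In pair 3 the collagen genes COL1A2 and COL3A1 and the matrix proteoglycan LUM were lower in the atretic follicle by -6.93, -6.33 and -5.36, and in pair 1 DCN, another such proteoglycan, was higher by 4.15. Extracellular matrix and protease genes had pair means of 0.14, -0.01, -1.76 and -0.02. COL1A1, COL1A2, COL3A1, DCN, LUM and POSTN belong to this list and to the stroma markers, so their common fall in pair 3 is in part built in. The median was -0.32 over 49 members (adjusted p = 0.00733 by camera, and adjusted p = 0.66 with an estimated correlation). LAMB1 was higher (0.73 ± 0.65). HSPG2, a probe of the shared profile, was the 1 member lower, also when adjusted over the list alone. Without pair 3 that call was lost and the median was -0.02, on slide 205 alone it was lost as well (adjusted p = 0.202 by limma's camera), and LAMB1 missed the threshold without pair 1 (0.67) or pair 4 (0.45). Without pair 1, pair 2 or pair 4 the median was -0.49, -0.47 and -0.48. Macrophage and myeloid markers had a median of -0.44, with 0 of 11 past the threshold and 0 adjusted over the list alone (adjusted p = 0.0104 by camera, and adjusted p = 0.66 with an estimated correlation). Their pair means were 0.35, -0.97, -1.04 and -0.15, the protease CTSS was at -1.11 ± 1.42 and the receptor adaptor TYROBP at -0.82 ± 1.35 (SD, n = 4). That call was lost without pair 2 (median -0.18) or pair 3 (-0.22), and the median was -0.79 without pair 1. It was also lost among probes brighter than the negative controls on every array (adjusted p = 0.118 by limma's camera) and on slide 206 alone (adjusted p = 0.132). Markers of smooth muscle and pericytes had a median of -0.34 and pair means of 0.75, -0.10, -1.21 and -0.46, and the other marker lists had medians of 0.11 (theca), -0.08 (endothelium), -0.11 (lymphocytes), -0.14 (neutrophils), -0.05 (red blood cells) and 0.03 (oocyte), none with a camera call or a member past the threshold. CYP17A1, an androgen-forming enzyme of theca cells, was at 1.77, -0.05, -0.86 and -0.89 in pairs 1 to 4. The study took high CYP17A1 in an atretic sample as a sign of theca cell contamination and left that sample out of its qRT-PCR analysis. Its account of the qRT-PCR samples reads as if every hybridised sample was kept, which would place that sample outside these arrays, and the labels do not name it. All 4 pairs were kept here.

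**Figure D2:**
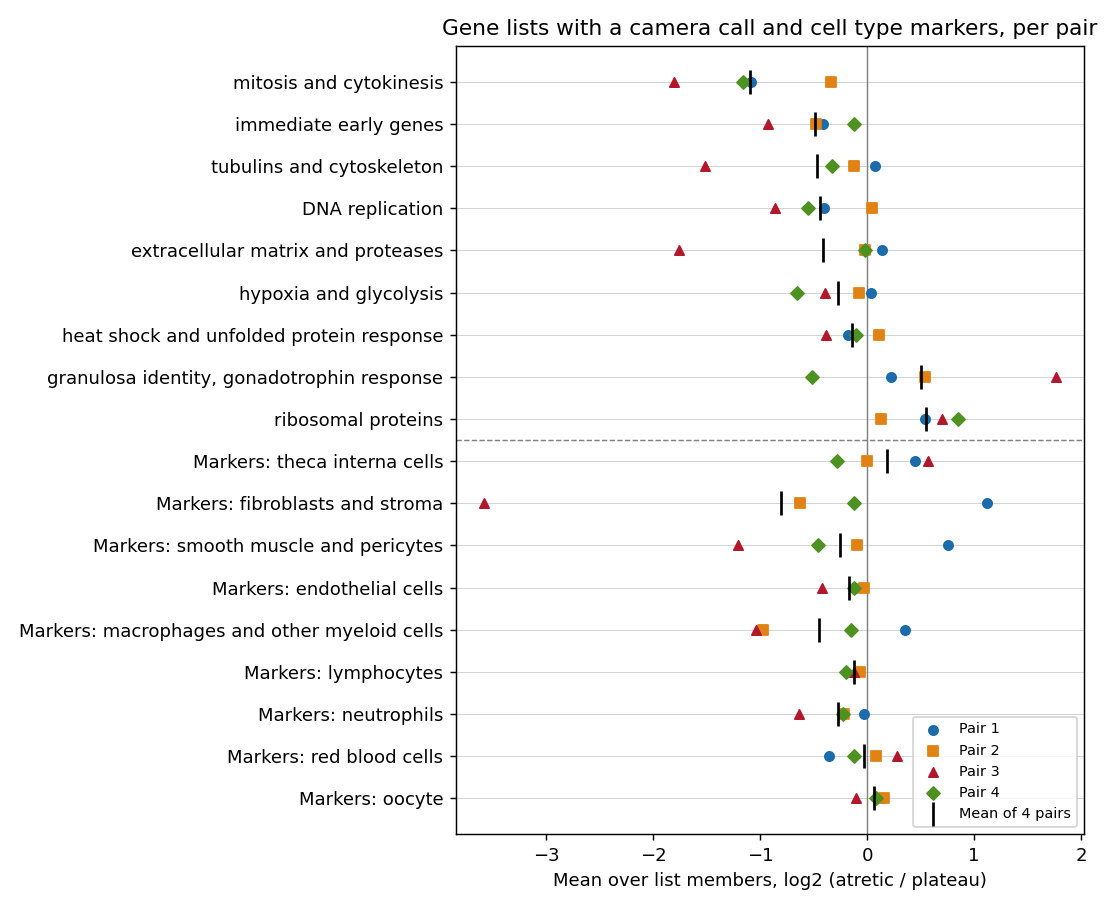
Mean log2 ratio of atretic over plateau over the members of each gene list with a camera call (above the dashed line) and of each cell type marker list (below it), with a symbol for each of the 4 pairs of follicles and a bar at their mean. Macrophage markers, which also had a call, stand with the marker lists. Mitosis, immediate early and ribosomal protein genes lie on 1 side of 0 in every pair, as do the endothelial, lymphocyte and neutrophil markers, while stroma markers run from 1.12 in pair 1 to -3.58 in pair 3.

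None of the other fixed lists had a camera call. Apoptosis effectors and regulators were centred at -0.03, with 1 of 34 lower, BIRC5, which also acts in cell division (-1.20 ± 0.47, SD, n = 4). Targets of p53 were centred at 0.00, with CCNG1 (0.87 ± 0.42) and SESN1 (0.77 ± 0.74) higher and CDKN1A, a cell cycle inhibitor (-0.67 ± 0.24), and PERP (-1.44 ± 0.52, a probe of the shared profile) lower, and 1 higher and 2 lower when adjusted over the list alone. Oxidative stress and glutathione genes had a median of 0.19, with 2 of 47 higher, GCLC, the rate-limiting enzyme of glutathione synthesis (1.15 ± 1.05), and VNN2 (1.40 ± 1.19). Angiogenesis regulators had a median of 0.01, with ADM and JAM2 higher and EPHB4 lower (-1.58 ± 0.46, a probe of the shared profile and the 1 member lower when adjusted over the list alone). The inflammation list had a median of -0.08, with CEBPD (1.17 ± 0.99) and TLR3 (0.75 ± 0.50) higher and SOCS1 lower, the last also when adjusted over the list alone. Interferon response genes had a median of 0.03 with EIF2AK2 lower (-1.03 ± 0.91). Periovulatory genes had a median of -0.15, with VNN2 higher and EGR1, NR4A1 and PDE4B (-1.33 ± 0.35, a probe of the shared profile) lower. Of these PDE4B was the 1 lower when adjusted over the list alone. Medians were 0.02 for cholesterol synthesis (NSDHL lower, -0.68 ± 0.27), -0.06 for lipid uptake and oxidation (0 of 37 past the threshold, FABP3 -0.55 ± 0.36 and FABP4 -1.89 ± 2.10) and 0.03 for TGF beta signalling (SMAD6 higher, 0.73 ± 0.54). The reference genes EIF2B2 and SF3A1 were at -0.28 ± 0.36 and 0.14 ± 0.22. Without pair 1, VNN2 (1.46), CEBPD (1.18) and SMAD6 (0.67) missed the threshold, and without pair 2, SESN1 (0.74), GCLC (0.88), ADM (1.31), JAM2 (1.32), EGR1 (-1.56), EIF2AK2 (-0.92) and NSDHL (-0.55) did. Without pair 3 it was missed by SESN1 (0.49), GCLC (0.84), ADM (0.59), TLR3 (0.51), EIF2AK2 (-0.66) and SMAD6 (0.63), and without pair 4 by VNN2 (1.46), SESN1 (0.75), ADM (1.07), JAM2 (1.23), CEBPD (1.22) and SMAD6 (0.61). VNN2 was at 0.86 and CEBPD at 0.73 without pair 3, as EGR1 was at -1.03, and NR4A1 was at -0.78 without pair 4. On slide 205 alone SESN1 was at 0.41 and SMAD6 at -0.0205, and on slide 206 alone CCNG1 was at 0.55, TLR3 at 0.50 and SMAD6 at 1.47. Other probes read 0.44 for CCNG1, 0.11 and 0.24 for SESN1, 0.33 for CEBPD, 0.17 for ADM and 0.0320 for PDE4B. Those of PERP (-1.46) and BIRC5 (-1.59) lay near the brightest probe or beyond it, and that of BIRC5 passed the threshold.

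A further fixed list held the 27 genes of the qRT-PCR panel, of which 25 had a tested probe and 9 passed the threshold, 2 higher and 7 lower. The study chose this list on these samples, so the 3 members lower when adjusted over the list alone are not independent evidence. ANK3 (1.72 ± 1.67) and the junction protein JAM2 (1.51 ± 1.07) rose. The mitotic checkpoint kinase BUB1 fell by 1.96 ± 1.01, and CCNB1, PRC1, CKS2 (-1.63 ± 0.91), PTTG1 (-1.31 ± 1.21), TUBB6 and NR4A1 fell too (SD, n = 4). Among genes with large means that did not pass, pairs 3 and 4 carried ANGPT2, an angiopoietin (-0.45, 0.70, 5.49 and 3.60), and VNN1, a pantetheinase (-0.08, 0.23, 4.53 and 5.53), as well as NRP1 (2.12 ± 2.77), whose other 2 probes, at 1.59 and 1.80, passed. TRIB2 (2.21 ± 2.76), NMB (1.93 ± 2.10), ANKRD1 (-2.48 ± 3.05), STAR (-1.45 ± 3.44), RELN (-1.39 ± 1.80), RARRES1 (-1.22 ± 1.39), BMP4 (-0.91 ± 1.51), APOA1 (0.73 ± 1.88), MT2A (-0.52 ± 0.69), TYRO3 (-0.27 ± 1.02) and CYP17A1 (-0.01 ± 1.25) also differed by less than their spread allowed. CD36, a fatty acid receptor, was at 0.38 ± 0.38 by its brightest probe, while its other 2 probes read 0.62 and 1.89, of which the latter passed. PTTG1 missed the threshold without pair 1 (-1.16), pair 3 (-0.95) or pair 4 (-1.26), JAM2 without pair 2 (1.32) or pair 4 (1.23), ANK3 without pair 3 (1.02) or pair 4 (1.53) and TUBB6 without pair 4 (-2.32). TUBB6 was at -1.15 without pair 3 and NR4A1 at -0.78 without pair 4. Another probe of PTTG1 read -1.18 and passed. The list itself had a median of -0.52, a mean of -0.13 and no camera call. All these are array values, and the study's own qRT-PCR calls for this contrast are given below.

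A group of mostly bright probes shared 1 profile over the 16 channel readings, and these probes were lower in atretic follicles. Of 3884 probes with a mean log2 intensity of 11 or more, the best connected had 69 partners at a correlation above 0.95, and 158 tested probes followed their mean profile at a correlation above 0.9. Of these, 156 passed the study's threshold as lower and 0 as higher, which follows in part from the selection because the profile itself was lower. Their median was -1.36, with pair medians of -1.73, -1.76, -0.98 and -1.18, and they made up 23.2% of the 672 lower probes. The 88 probes with a symbol named 87 genes of no common function fixed beforehand, among them SREBF2, RHOC, TOP1 and NIT2, which were chosen after their values were seen. Other probes of the same genes, outside the group and with a mean log2 intensity of 8 or more, had a median of 0.15 (21 probes of 16 genes). Without the 158 probes, 1236 probes passed the study's threshold, 720 higher and 516 lower, and the same number of lists, 10, had a camera call.

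**Figure D3:**
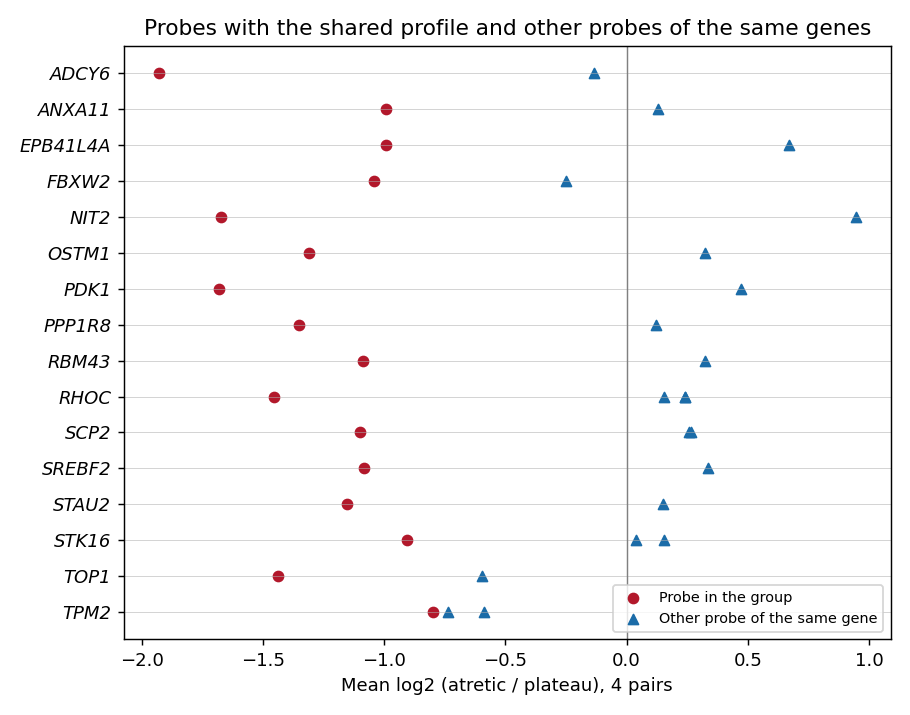
Mean log2 ratio of atretic over plateau over 4 pairs for probes of the group (circles) and other probes of the same genes (triangles), for the 16 genes with both. Group probes lie below 0, while the other probes have a median of 0.15, and those of TPM2 alone lie near their group probe.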

Values the study reported

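The study reported 1,709 genes that differed between the plateau and the atretic phase at its fold change and p-value thresholds, of which 1,556 were specific to that transition. Its pathway software predicted a decrease of 56 functions and an increase of 14 in atretic relative to plateau follicles. For the same contrast 147 upstream regulators were predicted to be inhibited and 61 to be activated. Its qRT-PCR covered more follicles than were hybridised and used single-tailed t tests. Between plateau and atretic follicles it found ANGPT2, CD36, VNN1, JAM2, TYRO3, BUB1, CCNB1, PRC1 and PTTG1 different at a p-value under 0.05. Mean CYP19A1 expression did not differ between its phases.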

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

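The bound on values that stand apart was fixed beforehand, as were the counts over other splits. The test of intensity bias was set before it was run, but for a group of probes found in these data. The other tests in this part were chosen after the result was seen. Among those, the tests on stroma cells and on the share of granulosa cells were redefined after a first version had been run.

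Of 189 sets of 4 pair values checked, 17 held a value far from the other pairs, where chance marks about 1 in 20, and 12 of the 17 were in pair 3. In that pair the SD of log ratios was 0.80, the mean of the extracellular matrix list was -1.76, that of the qRT-PCR list was -0.38, and NMB and TUBB6 were at 5.07 and -4.90. Of the cell type markers in that pair, PTCH1 (theca) and MYH11 (smooth muscle) were at 2.61 and 5.04, PDGFRA and POSTN (stroma) at -3.90 and -4.53, ROBO4 (endothelium) at -1.63, MMP9 (neutrophils) at -2.55 and CD4 (lymphocytes) at -0.0628. In pair 4 the interferon list had a mean of 0.65 and NR4A1 was at -2.87, in pair 2 SMAD6 was at -0.0775 and FCER1G, a myeloid marker, at 0.50, and in pair 1 EPB42, a red blood cell marker, was at -0.30.

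Pair 3 stood apart from the other pairs in spread and in stroma and granulosa cell genes. A failed array is argued against by the correlation of its dye orientations, 0.80, the highest of the 4 pairs. Stroma in its plateau follicle would lower stroma markers in the ratio, and 7 of 9 were lower by over 1 log2 unit, which may reflect a mixed sample, although the markers had been seen before this test. Whether only a smaller share of granulosa cells was present cannot be told apart from a change within them, since the lower quartile of the 21 brighter granulosa genes was 1.26 but their interquartile range was 2.03, and a first version of this test, over all 29 genes, had argued against a smaller share. The follicles of pair 3 could also differ in phase or health, which was not tested.

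Mitosis genes were lower in atretic follicles. A single deciding pair is argued against by the median of -0.87 without the pair that matters most. Stroma cells in plateau follicles are argued against as the whole cause, since the mitosis genes averaged -1.09 in pair 1, where stroma markers were higher (1.12), and -1.16 in pair 4, where these were lower by little (-0.12). A lower share of dividing cells in atretic follicles is an open explanation that these arrays cannot separate from lower transcript levels per cell. The study's score weighs dividing and resting cells alike, so the grouping did not set that share directly.

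The group of bright probes with a shared profile was lower in atretic follicles. A common change of the named genes is argued against by other probes of the same genes outside the group, with a median of 0.15. This covers only the 16 of 87 genes with such a probe of mean log2 intensity 8 or more. PERP, whose other probe read -1.46, is not among them. Probes matched on intensity had a median of 0.15, but loess centres ratios at each intensity, so they could not decide on bias at high intensity. With median centring in place of loess the group's median was -1.35, which argues against loess as the source of the fall. That many probes read a single labelled RNA species could not be settled, since 6.25% of the group's genes had another probe that moved alike, against 30.9% of other falling genes, from 16 and 68 genes, and probe sequences were not analysed here. No biological explanation was tested.

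With 4 pairs there are 8 splits by sign, too few for a share under 0.05. The adjusted count was 0 in limma in the real split and 0 at most in others, so 8 of 8 splits gave as many, with 2525 probes at an unadjusted p of 0.05 in the real split. The count at the study's threshold was 1393, with 876 the highest other, so 1 split gave as many. For lists with a camera call the count was 10, with 10 the highest other, so 2 splits gave as many.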

How the results depend on the processing

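Leaving out the probes with a shared profile was chosen after the result was seen, and the other alternatives were fixed beforehand. The adjusted count of 0 in limma, beside 2525 probes at an unadjusted p of 0.05, became 544 with the pair as a replicate block over 8 arrays, 435 with a dye term added and 964 with 8 independent arrays, fits that draw on more arrays than pairs. At the study's threshold the same fits gave 2217, 2201 and 2226 probes, slides 205 and 206 alone 2711 and 2665, the unpaired fit 851, a trend and robust variance 772, a fold of 2 501, and leaving out each pair 1288 to 1812. The remaining alternatives that count probes gave 1046 (no background correction) to 1449 (no filter). Of the 1393 probes 721 were higher and 672 lower, against 565 and 735 with loess alone or Aquantile, 337 and 435 with a trend and robust variance, 171 and 330 at a fold of 2, 588 and 700 without pair 3, 1225 and 1440 on slide 206 alone and 516 and 530 with no background correction. With all probes of a gene averaged, 306 genes were higher and 313 lower. The number of lists with a camera call, 10, was 0 with an estimated correlation, 0 by fry and 6 to 12 with each pair left out. Mitosis, DNA replication, immediate early and ribosomal protein lists kept their call in 22 of 24 alternatives each, all but the estimated correlation and fry. Of 1596 alternative values of named genes past the threshold, 1591 kept their direction and 1443 still passed, but in the unpaired fit 38 of 73 genes no longer passed, with no background correction 10, on slide 206 alone 9 and with all probes of a gene averaged 8. The 5 that reversed were SMAD6 on slide 205 alone (-0.0205) and, without the probes of the shared profile, PCMTD1 (0.20), RBM43 (0.33), PDE4B (0.0320) and PDK1 (0.47), for which another probe was then read. Apart from these, the cause was not tested. Probes near the negative controls, at a log2 intensity of 6.54 to 6.87, limit what dim genes can show.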

Other observations

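The genes in this part were chosen after the result was seen. In pair 3 the inhibin subunit genes INHA, INHBB and INHBA were higher in the atretic follicle by 4.47, 3.59 and 2.88 and the activin-binding protein FST by 4.58, while GATA4 was at 0.02 and the cadherin CDH2 at -2.38.

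In all, 834 genes with a symbol had a probe past both the fold and the unadjusted p threshold. That is lower than the count quoted from the study above. Counted as probes, 1393 passed, 511 of them without a symbol, and 2226 passed when 8 arrays were fitted as independent, a fit under which genes were not counted.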
